A study of Mus musculus with 18 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

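Whole-genome bisulfite sequencing was read in 18 libraries of mouse embryonic stem cells. The labels gave 9 libraries of control cells, with the genotype given as wild type, and 9 libraries of Dnmt1 KO cells, in which the gene for the maintenance DNA methyltransferase had been deleted. Cells were sampled at days 1, 3, 6, 9 and 11, with 2 replicates per genotype and day except at day 6, which had 1 library per genotype. Groups, days and replicate numbers were taken from the labels alone. The labels gave E14 as the strain of every library, whereas the methods described the floxed Dnmt1 cells as C57BL/6. Whether the control libraries came from untreated floxed cells or from another line is therefore unclear, and every difference between Dnmt1 KO and control can include a difference between lines. Bisulfite converts unmethylated cytosine, so each read over a CpG gives 1 call, methylated or unmethylated.

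According to their methods, the authors trimmed the paired reads with Trim Galore, aligned them with Bismark to the NCBIM37 mouse genome, removed duplicate read pairs and extracted CpG calls. The deposited tables held counts of methylated calls and counts of unmethylated calls, with a separate entry for each covered cytosine and strand. They also held a deposited percent for each cytosine, which was checked to equal the methylated share of the counts at every entry of the 18 tables. Only the counts were used from there on. No normalization was applied to them, and any minimum coverage applied before deposition was not given in the sources used here. Positions were compared with the NCBIM37 sequence, and between 0.101% and 0.120% of the listed cytosines per library lay outside a CpG of that sequence and were left out. Calls from both strands of a CpG were added up.

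Libraries held between 7190722 and 11158414 calls, which amounted to 1.20 to 1.25 calls per listed cytosine. Only 0.783% to 1.53% of the listed cytosines had at least 3 calls, so single CpGs were not compared. Calls were instead summed over a whole library, over classes of CpGs, or over consecutive windows of 50 CpGs. There were 426485 such windows on the autosomes and the X chromosome, and the 154986 windows with at least 10 calls in every library were tested. Intervals for single regions are 95% exact intervals (Clopper-Pearson for methylation, Poisson for calls in a segment), and the limit allowed by a count of 0 was taken as 3 calls. Both cover counting error only, because calls from the same read or from amplified copies are not independent.

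The CpG methylation level of a library was the percent of methylated calls among all autosomal CpG calls. CpGs were also classed by how many CpGs lay within 250 bp on either side, the CpG itself included, as sparse (under 10), dense (25 or more) or intermediate (in between). Gene models were GENCODE models of the same build. Promoters were the 1 kb upstream of a transcription start, gene bodies the rest of the gene, and all else was intergenic. For each of these measures, genotype labels were permuted within each day in all 2592 arrangements of the 18 libraries, in a two-sided exact test on the mean over days of Dnmt1 KO minus control. The smallest p this test can give is 0.00077. A comparison of 2 libraries with 2 at a single day cannot go below 0.33, so no such p is given. Benjamini-Hochberg adjustment covered the 11 tests of this family.

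Windows were tested in R 4.3.3 with a quasi-binomial model of methylated and unmethylated calls with a level for each genotype and day. All libraries shared the estimate of the spread, which was moderated over windows with limma 3.58.1. The lone libraries of day 6 were thereby assumed to vary like the replicated groups. The moderated dispersion was 1.56 at every window, since the spread between replicates did not differ detectably between windows. A window was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 10 percentage points. The contrasts were Dnmt1 KO against control at each day, and each day against the preceding day within a genotype.

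Windows that kept or lost methylation were sought in the 4 Dnmt1 KO libraries of days 9 and 11. The background of a window in a library was the mean level of the windows that started at the same level in Dnmt1 KO at day 1, in bins of 2 points, and only windows that started at 50% or more were used. The excess over background was tested with limma, with calls at an adjusted p under 0.05 and an excess of at least 20 points in either direction. Days 3 and 6 were left out of the test and served as a check of the called windows.

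Loss of coverage was tested in windows of 20 CpGs with an exact binomial test of the Dnmt1 KO share of calls and Bonferroni correction. That test takes each call as independent. Many calls of a CpG-dense window come from a single read, so a quasi-Poisson test with 1 count per library was added after the data were examined, in windows of at least 500 bp. Coverage of each chromosome was compared with that of the other autosomes in 10 kb tiles matched on GC content in bins of 1%, and this comparison was also added, as was the same in segments of 10 Mb.

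The tests were checked on simulated data. For Dnmt1 KO against control at day 9, the quasi-binomial model recovered 19 of 100 windows lowered by 40 points and 86 of 100 windows lowered by 65 points among 154986 windows, with 7 false calls. With so few changed windows the adjusted threshold is stricter than in the real data, so these shares do not describe the recovery there. Simulated data without a change gave 1 call for the genotypes at day 11, and steps between days were not simulated. For days 9 and 11, the limma test of the excess recovered 187 of 200 windows raised by 30 points among 149634 windows, with 4 false calls. Those values were binomial draws, and the recovery was lower, 134 of 200, when 30 points were added to windows of the real values, a simulation added after the data were examined. It also called 875 other windows, where the unaltered values gave 411 with an excess and 7 with a deficit. The 134 therefore does not describe recovery at the threshold of the unaltered values. The binomial test of coverage recovered 200 of 200 windows that kept 10% of their Dnmt1 KO calls among 1047502, with 1 false call. The quasi-Poisson test was given a larger loss and recovered 141 of 200 windows that kept 2% among 936592, with 0 false calls. Neither simulation of coverage drew several calls from a single read.

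The groups, the comparisons, the tests and thresholds above and most alternatives were fixed before the data were examined. The windows named below were chosen by a rule of the same date: the 5 windows with the largest excess, the 3 with the largest deficit, the 3 regions with the strongest coverage loss, and Dnmt1, Xlr3a, Mirg, Rian, Meg3 and Dlk1 at the promoter and gene body. Ties at a coverage ratio of 0 were broken by the lowest p, which was decided after the ties were seen. Windows of comparisons with 5 or fewer calls are also named and were chosen after their values were seen. Alternatives included other coverage minimums and window sizes, limma on the log2 ratio of methylated to unmethylated calls with 1 added to each count, edgeR 4.0.16, pairing by replicate number, other backgrounds, other class limits, and leaving out each of 16 libraries in turn. Leaving out cytosines with over 20 calls in any library (collapsed repeats) was planned for the CpG methylation level and for windows that kept methylation. It was added for the other measures after the data were examined, as was the split of promoters by dense CpGs. Transposon annotation was not used here, and sites matching tRNA primer binding sequences stood in for retroviral elements, a measure added after the data were examined. Permutation tests between days within a genotype were added in the same way. Library values and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.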

Results

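CpG methylation was measured by whole-genome bisulfite sequencing in embryonic stem cells with and without acute deletion of Dnmt1, to follow how methylation is lost once its maintenance stops. The 18 libraries fell into 9 control and 9 Dnmt1 KO libraries from days 1, 3, 6, 9 and 11, with 2 libraries per genotype and day and 1 per genotype at day 6. The fewest calls, 7190722, were in Dnmt1 KO day 9 replicate 2, and the most, 11158414, in the Dnmt1 KO library of day 6. In the mitochondrial genome, which served as a background for unconverted cytosines, between 0.228% and 0.467% of CpG calls were methylated. Replicates of a group differed in their windows by more than the sampling of independent calls. The chi-square was 1.5 to 1.69 per window, where such sampling gives a mean of 1. Several calls from the same read can also raise it, so a difference between replicates beyond the sampling of reads was not shown.

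The deleted gene was examined first. In Dnmt1 (ENSMUSG00000004099.8, chromosome 9, 20711650 to 20757317, NCBIM37), 39 consecutive CpGs from 20744012 to 20745970 had 0 calls in the 7 Dnmt1 KO libraries of days 3 to 11. From the control libraries, 127 calls were expected there. A count of 0 allows a share of up to 2.36% of these, but the limits of the segment were set by the absence of calls, so this is no independent bound. Each of the 9 control libraries had calls in this segment, from 6 in control day 3 replicate 1 to 29 in control day 3 replicate 2, and 173 in all. At day 1, both Dnmt1 KO libraries had 2 calls each, which together made 9.84% of the expected number (95% exact Poisson interval 2.68% to 25.2%, n = 2). In the rest of the gene, the 9 control libraries had 3367 calls and the 9 Dnmt1 KO libraries 3278. The segment was bounded by covered CpGs at 20743813 and 20746394. It held exon 5 and part of exon 4 of the 39 exons of ENSMUST00000004202.8, and exon 3 lay in the gap between its last CpG and the next covered CpG, where coverage could not be read.

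**Figure D1:**
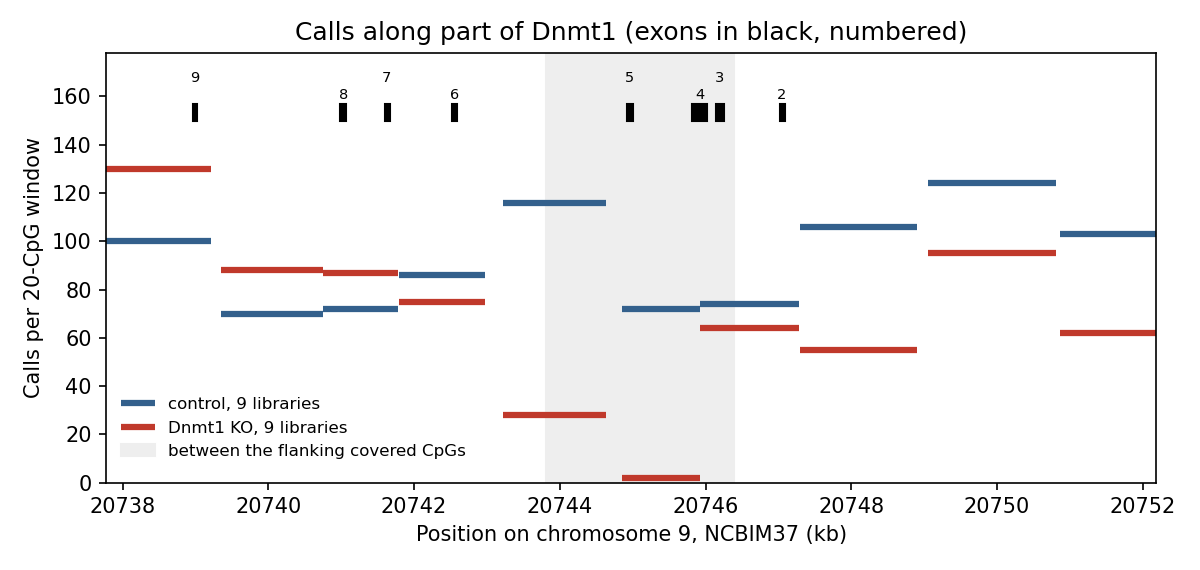
Calls per window of 20 CpGs (vertical axis) along part of Dnmt1 on chromosome 9 (horizontal axis, kb, NCBIM37), summed over 9 control libraries (blue) and 9 Dnmt1 KO libraries (red), with exons as black boxes and the stretch between the flanking covered CpGs in grey. The window from 20744849 to 20745926 had 72 control calls and 2 Dnmt1 KO calls.

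A scan of the whole genome asked where else coverage was lost in Dnmt1 KO. The exact binomial test called 5823 of 1047502 windows of 20 CpGs, in 5110 regions. The 3 regions with the strongest loss, each with 0 Dnmt1 KO calls, were chromosome 8 from 123060220 to 123060410 in an intron of Gse1 (ENSMUSG00000031822.10) and of Gm20388 (ENSMUSG00000092329.1), with 114 control calls, chromosome 16 from 96380831 to 96381010 over 3 exons of Lca5l (ENSMUSG00000045275.8), with 103 control calls, and chromosome 5 from 148537969 to 148538152, located 382 bp from Flt1 (ENSMUSG00000029648.7), with 92 control calls. These regions were under 200 bp long, and calls came from 6, 6 and 8 of the 9 control libraries respectively, with up to 55 calls from a single library in the first. With the spread between libraries taken into account in the quasi-Poisson test, 0 of 936592 windows passed the Bonferroni threshold. In that test the lowest unadjusted p of any window, 5.36e-07, belonged to the Dnmt1 window from 20744849 to 20745926, with a Dnmt1 KO to control ratio of 0.0286 and a Bonferroni adjusted p of 0.502.

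CpG methylation was lower in Dnmt1 KO than in control. Averaged over days, the difference was -40.2 percentage points (exact permutation p = 0.00077, the smallest possible, Benjamini-Hochberg adjusted p = 0.00106, 18 libraries). All 9 Dnmt1 KO libraries lay below the control libraries of the same day. In control, methylation was 76.1% ± 1.82 (SD, n = 2) at day 1, 75.6% ± 0.0596 (n = 2) at day 3, 79.0% in the single library of day 6, 76.8% ± 1.22 (n = 2) at day 9 and 71.4% ± 0.0491 (n = 2) at day 11. In Dnmt1 KO it was 70.1% ± 0.187 (n = 2) at day 1, 34.0% ± 0.833 (n = 2) at day 3, 24.2% in the single library of day 6, 25.1% ± 0.745 (n = 2) at day 9 and 24.5% ± 0.364 (n = 2) at day 11. The difference was -6.01 points at day 1, and the nearest libraries of the 2 genotypes were still 4.59 points apart. It was -41.6 points at day 3, -54.8 at day 6, -51.8 at day 9 and -46.9 at day 11. Leaving out cytosines with over 20 calls in any library gave -40.6 points.

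**Figure D2:**
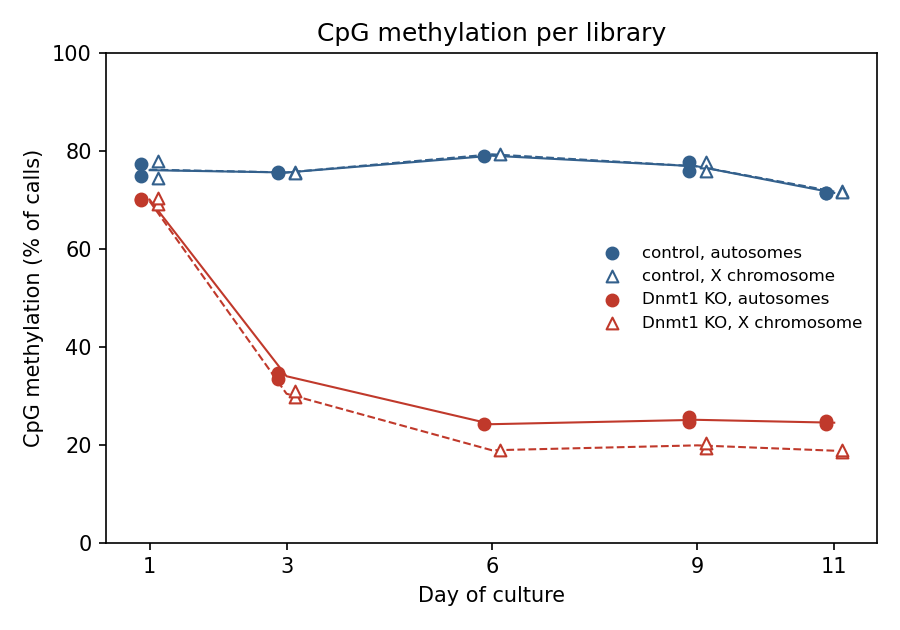
CpG methylation (vertical axis, percent of calls) by day of culture (horizontal axis) in each library, for autosomes (filled circles, solid lines through the means) and the X chromosome (open triangles, dashed lines), with control in blue and Dnmt1 KO in red. Dnmt1 KO autosomes fell from 70.1% at day 1 to 34.0% at day 3 and 24.2% at day 6, while control stayed between 71.4% and 79.0%.

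The distribution over windows of 50 CpGs moved as a whole. The median window of a library differed by -47.2 points between Dnmt1 KO and control (exact permutation p = 0.00077, adjusted p = 0.00106, lower in all 9 Dnmt1 KO libraries than in control of the same day). With replicates pooled, the median window in control was at 82.9%, 81.6%, 85.7%, 82.5% and 78.0% at days 1, 3, 6, 9 and 11. In Dnmt1 KO it was at 75%, 33.9%, 22.0%, 22.9% and 23.1%. At day 11, the central 50% of windows lay between 71.1% and 83.6% in control and between 15.6% and 31.4% in Dnmt1 KO. Fixed tiles of 10 kb gave a difference of -45.4 points.

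**Figure D3:**
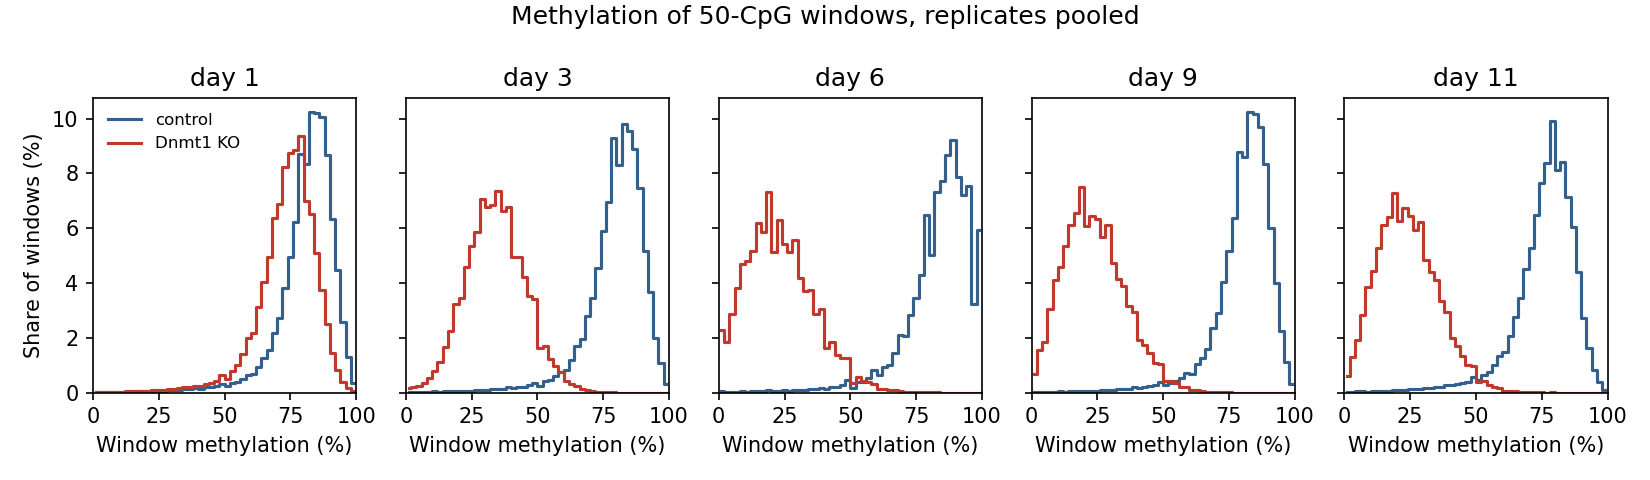
Share of 50-CpG windows (vertical axis, percent) by window methylation (horizontal axis, percent) at each day, with replicates pooled, for control (blue) and Dnmt1 KO (red). The pooled median at day 3 was 81.6% in control and 33.9% in Dnmt1 KO.

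Windows that differed between the genotypes were counted at each day among 154986 tested windows. At day 1 the quasi-binomial model called 39 windows, all lower in Dnmt1 KO, and 17693 windows had an unadjusted p under 0.05, while the median window differed by -7.32 points. Without control day 1 replicate 1 the count was 11, and without control day 1 replicate 2 it was 6. With limma and with edgeR it was 0, with 15522 and 13840 windows at an unadjusted p under 0.05. At day 3, 145534 windows (93.9%) were called, 145529 of them lower in Dnmt1 KO. The model called 146194 windows (94.3%) at day 6, 151805 (97.9%) at day 9 and 149301 (96.3%) at day 11, of which 146190, 151803 and 149299 were lower in Dnmt1 KO. An uncalled window was not shown to be unchanged.

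Changes between successive days within a genotype placed most of the loss before day 3. In Dnmt1 KO, 134625 windows changed from day 1 to day 3, of which 134620 were lower at day 3, and the median window changed by -40.1 points. From day 3 to day 6 the median window changed by -11.2 points, but only 59 windows were called, all lower, with 22462 at an unadjusted p under 0.05. Without Dnmt1 KO day 3 replicate 2 that count was 35, and limma gave 0, with 16205 at an unadjusted p under 0.05. From day 6 to day 9 the median window changed by 0.762 points, and from day 9 to day 11 by 0.152 points. In these later steps, as in the 4 steps between days in control, at most 13 windows were called, and leaving out any library gave at most 19.

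The few windows called in Dnmt1 KO after day 6, named after their values were seen, moved in both directions. These and the control windows below may be false calls. The same model gave 7 false calls in simulated data for the genotypes at day 9, and steps between days were not simulated. Limma called no window in any of the steps named here, and comparisons with day 6 rest on a single library at that day. The window on chromosome 8 from 98372025 to 98373913, over an exon of Slc38a7, went from 48.3% of 29 calls at day 6 to 0% of 57 calls at day 9. From day 9 to day 11, the window on chromosome 10 from 60354009 to 60356418, located 34556 bp from Pldi, went from 84.6% to 11.5%, and the window on chromosome 13 from 114812768 to 114815770, in an intron of Arl15, went from 10.4% to 67.3%. Control windows also moved in both directions. From day 1 to day 3 they lay near Ppap2b on chromosome 4 (from 104915291) and near Dcaf4 on chromosome 12 (from 84841808), near Gm10182 on chromosome 9 (from 22128826), over Zfp575 and Ethe1 on chromosome 7 (from 25372384), and over Fkbp2 and Vegfb on chromosome 19 (from 7054900). From day 3 to day 6 they lay over Pdgfrl on chromosome 8 (from 42008639), Gsc2 on chromosome 16 (from 17912521), Nudt3 on chromosome 17 (from 27757302) and, in adjacent windows, in an intron of Mid1 on chromosome X (from 166434190 and from 166435112). From day 6 to day 9 they lay over exons of Zfp27 in an intron of Zfp420 on chromosome 7 (from 30690521), and over an exon of Gm11753 in an intron of Tbc1d16 on chromosome 11 (from 119043159).

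Loss was compared between CpGs in sparse and dense surroundings. In sparse sequence the difference averaged over days was -44.3 points and in intermediate sequence -35.3 points (exact permutation p = 0.00077, adjusted p = 0.00106 for each, lower in all 9 Dnmt1 KO libraries than in control of the same day). In dense sequence, where control already stood at 7.08% ± 0.1 (n = 2) at day 1, it was -3.31 points (exact permutation p = 0.0015, adjusted p = 0.0017). The dense class overlapped between genotypes at day 1, and was lower in all 7 Dnmt1 KO libraries of days 3 to 11. In Dnmt1 KO at day 11, 24.6% ± 0.379 of sparse, 28.1% ± 0.347 of intermediate and 2.49% ± 0.173 of dense calls were methylated (n = 2 each), against 76.5% ± 0.207, 69.5% ± 0.0849 and 5.99% ± 0.112 in control (n = 2 each). With class limits of 15 and 30 CpGs the differences were -43.0, -28.4 and -1.67 points.

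Promoters lost less in absolute terms than gene bodies and intergenic sequence. Averaged over days, promoters differed by -18.7 points (exact permutation p = 0.0023, adjusted p = 0.0023), gene bodies by -38.8 points and intergenic sequence by -43.8 points (exact permutation p = 0.00077, adjusted p = 0.00106 for both). At day 1 promoters overlapped between the genotypes, at 35.5% ± 0.801 in Dnmt1 KO and 36.7% ± 2.56 in control (n = 2 each). At day 11 the promoter level was 12.6% ± 0.0921 in Dnmt1 KO and 33.5% ± 0.3 in control (n = 2 each), and gene bodies stood at 26.5% ± 0.345 and 71.5% ± 0.0397. Promoters that held a dense CpG differed by -7.07 points, from a control level of 11.9% ± 1.05 (n = 9), and those without one by -36.7 points, from 72.9% ± 2.23 (n = 9). Counting 1 kb on either side of the start as promoter changed the promoter difference to -24.4 points.

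The X chromosome lost more than the autosomes. X minus autosomes differed by -4.17 points between Dnmt1 KO and control, averaged over days (exact permutation p = 0.0015, adjusted p = 0.0017). In control the X level was within 0.525 points of the autosomes or closer in every library. In Dnmt1 KO, X stood at 69.7% ± 0.8 (n = 2) at day 1, where its gap to the autosomes overlapped between the genotypes, at 30.4% ± 0.918 (n = 2) at day 3, and at 19.2% ± 0.709 (n = 5) at days 6 to 11, where autosomes stood at 24.7% ± 0.573 (n = 5). The gap to the autosomes was wider in all 7 Dnmt1 KO libraries of days 3 to 11 than in any control library. Leaving out cytosines with over 20 calls gave -3.84 points.

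Windows that kept more methylation than others with the same start were sought at days 9 and 11 of Dnmt1 KO, since retained methylation was a question of the study. Among 149634 windows limma called 411 with an excess and 7 with a deficit of at least 20 points, and 34237 had an unadjusted p under 0.05. With 3 of the 4 libraries the power of the test depended on the simulation. Of 200 windows raised by 30 points in the real values, it recovered 134 with 4 libraries and between 7 and 18 with 3. In binomial draws it recovered 187 with 4 libraries and between 145 and 164 with 3. Whether counts without a library speak against single calls is therefore open. The counts were 0 and 0 without Dnmt1 KO day 9 replicate 1, without Dnmt1 KO day 9 replicate 2, without Dnmt1 KO day 11 replicate 1 and without Dnmt1 KO day 11 replicate 2, where 27277, 28697, 26924 and 27164 windows had an unadjusted p under 0.05. The counts were also 0 and 0 with the background matched on control, with 32778 windows at an unadjusted p under 0.05. As a set, the 411 windows were at a median of 54.9% at days 9 and 11, against a background of 24%. They stood above background by a median of 11 points at day 3 and 13.9 points at day 6, days that had no part in the calls. At day 6, 87.6% of them lay above background, compared with 46.2% of all tested windows. They were shorter, with a median length of 4017 bp against 6602 bp for all tested windows. Across windows, which are not independent replicates, the excess at day 11 correlated with that at day 9 (Pearson r = 0.441) and at day 6 (r = 0.398). These excesses share the day 1 level that set the background, and error in it can raise r, so r alone does not show retention.

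The 5 windows with the largest excess all had a limma adjusted p of 0.0418. It rose to between 0.051 and 0.118 under the control-matched background or without any of the 4 libraries. Their excess stayed between 35.3 and 49.7 points without any of these libraries, but they were chosen for their excess in the same libraries. At day 6, which had no part in the choice, it was 16.2, 3.93, 11.7, 9.43 and 41.9 points, in the order named below. At day 3 it was 16.2, 9.31, 7.70, 17.6 and 9.85 points. The window on chromosome 15 from 93571084 to 93574711, located 144762 bp from Prickle1 (ENSMUSG00000036158.6), was at 73.0% and stood 43.5 ± 15.5 points above background (SD, n = 4, 73 calls). A window on chromosome 4 from 106057978 to 106060876, over exons of Usp24 (ENSMUSG00000028514.9), stood 42.4 ± 18.2 points above (n = 4, 111 calls). On chromosome 18, the window from 53478803 to 53483320, in an intron of Snx24 (ENSMUSG00000024535.9), stood 41.7 ± 14.6 points above (n = 4, 64 calls). A further window on chromosome 15 from 94110360 to 94113613, over exons of Adamts20 (ENSMUSG00000022449.8), was at 65.7% and stood 41.2 points above with the smallest spread of the 5, between 63.0% and 66.7% in the 4 libraries (90 calls). On chromosome 10, the window from 41620809 to 41623786, over exons of Sesn1 (ENSMUSG00000038332.6), stood 41.1 ± 17.2 points above (n = 4, 90 calls). In control these windows were between 85.4% and 90.8% at days 9 and 11.

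The 3 windows with the largest deficit had limma adjusted p values of 0.0459, 0.0457 and 0.0498. The window on chromosome 10 from 16419264 to 16435626, with no gene within 400984 bp, was at 3.46% against a background of 30.4%, a deficit of -26.9 ± 5.11 points (n = 4). On chromosome 1, the window from 97510035 to 97517877, in an intron of St8sia4 (ENSMUSG00000040710.4), was at 1.14% against 27.9%, a deficit of -26.8 ± 1.94 points (n = 4). A window on chromosome 4 from 151542521 to 151544858, located 5943 bp from Hes2 (ENSMUSG00000028940.2), was at 5.62% against 31.4%, a deficit of -25.7 ± 6.21 points (n = 4), but at day 6 it stood 4.14 points above its background. The windows on chromosomes 10 and 1 stood -17.4 and -2.59 points from background at day 6. Without any of the 4 libraries none of these windows was called, in a test whose power depended on the simulation. The deficits were then between -23.6 and -29.3 points. The deficits were smaller under other backgrounds. They were -20.0, -22.3 and -12.2 points under the control-matched background, and -20.9, -23.2 and -18.7 points against the mean of all windows. The highest adjusted p over all alternatives was 0.123, 0.130 and 0.173 respectively.

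Genes named in advance had lower methylation in Dnmt1 KO in their gene bodies. Values pool the 4 libraries of days 9 and 11, with Clopper-Pearson 95% intervals, and single genes were not tested. The gene body of Dnmt1 was at 25.1% (22.7% to 27.6%, 1287 calls) in Dnmt1 KO and 67% (64.5% to 69.4%, 1434 calls) in control. Its promoter was at 3.03% (0.0767% to 15.8%, 33 calls) and 20.6% (8.70% to 37.9%, 34 calls), with overlapping intervals. On chromosome 12, the Meg3 gene body (ENSMUSG00000021268.10) was at 29.5% (26.1% to 33.1%, 678 calls) against 82.6% (79.6% to 85.3%, 707 calls) in control, and its promoter at 33.3% (18% to 51.8%, 33 calls) against 76.9% (56.4% to 91.0%, 26 calls). The Rian gene body (ENSMUSG00000091793.1) was at 27.0% (24.4% to 29.8%, 1070 calls) against 77.0% (74.3% to 79.6%, 1004 calls). The Mirg gene body (ENSMUSG00000091158.1) was at 36.0% (30.8% to 41.4%, 331 calls) against 85.7% (81.1% to 89.5%, 287 calls). Intervals of the Mirg promoter overlapped at these days, at 66.7% (41.0% to 86.7%, 18 calls) against 92.3% (74.9% to 99.1%, 26 calls), but not over all days, at 52.4% (36.4% to 68.0%, 42 calls) against 91.4% (83.0% to 96.5%, 81 calls). In Dnmt1 KO this promoter was lowest early, at 33.3% (7.49% to 70.1%, 9 calls) at day 1 and 16.7% (0.421% to 64.1%, 6 calls) at day 3. Both intervals overlapped that of days 9 and 11. The calls were too few to tell whether its difference over all days followed the loss. The Dlk1 gene body (ENSMUSG00000040856.11) was at 22.0% (17.3% to 27.3%, 282 calls) against 48.1% (43.2% to 53.1%, 405 calls), but it was lower already at day 1, at 37.8% (32.4% to 43.4%, 315 calls) against 59.3% (50.8% to 67.4%, 145 calls), so that much of this difference was present at day 1. On the X chromosome, the Xlr3a gene body (ENSMUSG00000057836.6) was at 12.5% (5.88% to 22.4%, 72 calls) against 85.2% (73.8% to 93.0%, 61 calls), and because Xlr3a belongs to a family of closely similar genes, reads of other copies were not excluded. The promoters of Rian, Dlk1 and Xlr3a had between 6 and 15 calls per genotype at these days and were not compared.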

Values the study reported

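The study reported CpG methylation of 85% at the start, 35% at day 3 after deletion of Dnmt1 and 20% at day 6, and described no additional loss at later days.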

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

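Of the tests in this part, the comparison of day 1 with days 3 to 11 and the check for swapped labels were chosen after the results were seen, and chromosome coverage, with its explanations, was compared only after the data had been examined.

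The Dnmt1 KO effect differed between time points. It was -6.01 points at day 1 and averaged -47.9 points over days 3 to 11, a difference of 41.9 points (exact permutation p = 0.017 over 1296 arrangements of the libraries between days within each genotype, two-sided). Swapped labels at day 1 were excluded, because the libraries labelled control had 49 calls in the deleted Dnmt1 segment and those labelled Dnmt1 KO had 4. Cells that still carried the segment were a candidate explanation. At day 1, 9.84% of the expected coverage of the segment was left (95% interval 2.68% to 25.2%), and by the choice of the segment none was left later. If methylation went down at once with the deletion, the small effect at day 1 would need only 12.5% of the cells to have lost the segment, far fewer than the coverage shows. Incomplete deletion may therefore account for a small part of the pattern and was excluded as the main source. The mitochondrial background, at 0.279% ± 0.00261 in control and 0.269% ± 0.0344 in Dnmt1 KO (n = 2 each), gave no sign of incomplete conversion at day 1, the failure that would raise Dnmt1 KO. Excess conversion does not show in this background. What stays open is a delay between loss of the gene and loss of methylation, as dilution over cell divisions or remaining protein would give. Neither was measured here. The paper describes the loss in this model as dependent on replication. As an explanation of the day 1 value, the delay remains a hypothesis formed on the same data. A difference between the lines behind the control and Dnmt1 KO libraries also stays open as a part of the day 1 value. Relative coverage of chromosome 8 was alike at day 1, at 1.209 in control and 1.211 in Dnmt1 KO. Beyond its middle it was 1.278 in both. That argues against lines that differ in this coverage, but the lines may still differ elsewhere.

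Coverage of chromosome 8, which none of the methylation comparisons uses, stood apart. Relative to the other autosomes and matched on GC content, it was between 1.125 and 1.25 in the 18 libraries, while the other 18 autosomes lay between 0.953 and 1.05. It was lower in Dnmt1 KO than in control by a mean over days of -0.046 (exact permutation p = 0.0031, Benjamini-Hochberg adjusted p = 0.0309 over 20 chromosomes). The genotypes did not differ at day 1, at 1.21 in both. Dnmt1 KO stood at 1.15 at day 9 and 1.13 at day 11, and control at 1.23 at day 9 and 1.17 at day 11 (means, n = 2 each). Chromosome 9 also passed the threshold (adjusted p = 0.0154), but with a difference of only 0.00523.

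GC content was excluded as the source of the fall in Dnmt1 KO, because the change from day 1 to day 11 was -0.0815 after matching and -0.0827 before. In segments of 10 Mb, all 13 segments of the chromosome fell in Dnmt1 KO from day 1 to day 11, with changes between -4.53% and -11.0% and with both libraries of day 11 below both of day 1, as was the case in 58 of 238 segments of other autosomes. A change confined to part of the chromosome was therefore excluded for Dnmt1 KO. In control, only 5 of the 13 segments fell in this way, those from 80 Mb to the end, with changes between -2.66% and -7.81%, while the others changed by between -0.0844% and 2.39%. In control, 55 of 238 segments of other autosomes also fell in this way, so such falls were not confined to chromosome 8. The fall in control may be a local change of copy number, a hypothesis formed on the same data. Coverage along the chromosome was also unequal from the start, at 1.128 before its middle and 1.278 beyond it in Dnmt1 KO at day 1. This gap of 0.15 was more than the largest on another autosome at that day, 0.0606, although chromosome 17 had parts at 1.035 and 0.882 at day 11. A whole extra chromosome alone would not give such a gap. A share of cells with an extra chromosome 8 that shrank over time is a candidate explanation for Dnmt1 KO, but it was not put to a separate test, because the lowest ratio of 1.125, above the whole-chromosome ratios of all other autosomes (1.054 at most), is the observation that prompted it. Whether Dnmt1 loss or the handling of separate cultures changed the coverage is open.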

How the results depend on the processing

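The quasi-Poisson coverage test, and leaving out cytosines with over 20 calls for CpG density, promoters and the X chromosome, were chosen after the data were examined.

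The differences between Dnmt1 KO and control per library kept their direction and their side of 0.05 under every alternative, except where replicates were pooled. The CpG methylation level lay between -40.6 and -38.6 points, the median window between -47.1 and -45.4, sparse CpGs between -44.4 and -42.6, intermediate between -35.0 and -28.4, dense between -3.36 and -1.67, X against autosomes between -4.04 and -3.84, promoters between -24.4 and -16.4, gene bodies between -41.1 and -37.2 and intergenic sequence between -44.0 and -42.1. Pooling replicates before the median gave -46.7 points and an exact p of 0.0625, the smallest that the 5 remaining pairs allow. Leaving out libraries moved the CpG methylation level only between -40.5 and -40.0 points. None of the alternatives reversed a direction. In 462 of them a difference kept its side of 0.05 or a count stayed within 1.5 times, although sizes changed in some of these, as for dense CpGs (-3.31 to -1.67) and promoters (-18.7 to -24.4). Another 43 went past 0.05, most of them for single windows, and 82 counts of windows moved by over 1.5 times or to or from 0, among them the 411 and 7 windows described below.

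No pairing of the libraries by replicate number was seen in single windows. Deviations of control and Dnmt1 KO libraries with the same day and number correlated at -0.0039, -0.00097, 0.00147 and 0.000478 over windows at days 1, 3, 9 and 11. This correlation leaves out a shift shared by all windows, and the sampling of few calls can lower it. Whether libraries with the same number shared a culture or batch is therefore open. Pairing them anyway, with the number as a block, gave -38.6 points for the CpG methylation level, -45.4 for the median window, -42.6, -33.9 and -3.14 for sparse, intermediate and dense CpGs, -4.01 for X against autosomes, -17.9 for promoters, -37.2 for gene bodies and -42.1 for intergenic sequence, and -6.72 and -35.3 for promoters with and without a dense CpG. The largest exact sign-flip p over 9 pairs was 0.0078. The block in limma called 0, 140066, 139264, 150500 and 145905 windows at days 1, 3, 6, 9 and 11, and 15305 windows at day 1 had an unadjusted p under 0.05.

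Counts of windows followed the number tested. At least 5 calls left 310266 windows, of which 64, 278058, 279261, 295968 and 289316 were called at days 1, 3, 6, 9 and 11 between the genotypes. At least 20 calls left 2216 windows, of which 2, 2131, 2152, 2173 and 2154 were called. At day 1, where 39 were called, no minimum difference gave 60, tiles of 10 kb gave 84, and limma and edgeR gave 0 (15522 and 13840 at an unadjusted p under 0.05). The cause of these was not tested. Leaving out 1 library gave between 6 and 56, the lowest counts being 11 without control day 1 replicate 1 and 6 without control day 1 replicate 2. For Dnmt1 KO from day 1 to day 3, 134625 windows became 251060 with at least 5 calls and 2065 with at least 20.

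Between later days, counts were small and unstable. From day 3 to day 6 in Dnmt1 KO, 59 windows became 29 with at least 5 calls and 0 with limma (16205 at an unadjusted p under 0.05), and between 35 and 74 without 1 library, 35 being without Dnmt1 KO day 3 replicate 2. From day 6 to day 9, 1 window became 6 with no minimum difference, 0 with at least 5 or at least 20 calls and 0 with limma (7006 unadjusted), and between 0 and 2 without 1 library (0 without Dnmt1 KO day 9 replicate 1, 2 without either Dnmt1 KO library of day 3). From day 9 to day 11, 2 windows became 4 with no minimum difference, 0 with at least 20 calls and 0 with limma (8639 unadjusted), and between 0 and 2 without 1 library (0 without Dnmt1 KO day 9 replicate 2 or day 11 replicate 1, 1 without day 11 replicate 2). In control, from day 1 to day 3, 5 windows became 28 with at least 5 calls, 0 with at least 20 and 0 with limma (8543 unadjusted), and between 1 and 6 without 1 library (2 without control day 1 replicate 2, 3 without day 3 replicate 1, 1 without day 3 replicate 2). From day 3 to day 6, 5 became 13 with no minimum difference, 17 with at least 5 calls, 0 with at least 20 and 0 with limma (10679 unadjusted), and between 1 and 5 without 1 library (1 without control day 3 replicate 2). From day 6 to day 9, 2 became 7 with no minimum difference, 5 with at least 5 calls, 0 with at least 20 and 0 with limma (9711 unadjusted), and between 1 and 9 without 1 library (9 without control day 9 replicate 1, 1 without day 9 replicate 2, 4 without any 1 of the Dnmt1 KO libraries of days 1 and 3). From day 9 to day 11, 13 became 39 with at least 5 calls, 1 with at least 20 and 0 with limma (10212 unadjusted), and between 0 and 19 without 1 library (0 without control day 9 replicate 1). The cause was not tested.

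Windows with an excess or a deficit in Dnmt1 KO depended on most choices, and apart from the number of libraries the cause was not tested. The 411 and 7 windows became 209 and 0 at 30 points, 1070 and 63 against the mean of all windows, 1241 and 923 with tiles of 10 kb, and 449 and 15 without cytosines over 20 calls. They became 0 and 0 with limma under the control-matched background (32778 at an unadjusted p under 0.05), with at least 5 calls (62740) and with at least 20 calls (505). They also became 0 and 0 without Dnmt1 KO day 9 replicate 1 or 2 and without Dnmt1 KO day 11 replicate 1 or 2, so the lowest and highest count without 1 library was 0. With 3 libraries the test recovered only 7 to 18 of 200 windows raised by 30 points in the real values, against 134 with 4. In binomial draws it recovered 145 to 164, against 187 with 4. How far the counts of 0 without 1 library speak against stability depends on the simulation and is open. The excess of the 5 named windows stayed between 35.3 and 49.7 points without 1 library. They were chosen for their excess in these libraries, and at day 6 it was between 3.93 and 41.9 points. The adjusted p of the 5 named windows with an excess was between 0.0305 and 0.118.

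The binomial coverage test called 5823 windows and between 4532 and 6077 with windows of 10 or 40 CpGs or without day 1, whereas the quasi-Poisson test called 0. The latter lets libraries vary, with a median dispersion of 2.53. In simulated data it recovered 141 of 200 windows that kept 2% of their Dnmt1 KO calls, so a count of 0 does not rule out other losses.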

Other observations

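The comparison of control at day 11 with the other control days, the tests of conversion, CpG-dense sequence and collapsed repeats for control at day 11, and the tests of tRNA-Phe primer binding sites, were chosen after the results were seen.

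Methylation in control was lower at day 11 (71.4%) than at the other days (76.6%), by -5.14 points (exact permutation p = 0.0278, 36 splits of the 9 libraries, the smallest possible). Incomplete conversion at the other days was excluded, because mitochondrial methylation differed by only 0.225 points over the control libraries. Excess conversion at day 11 would take the same share of methylated calls everywhere and was excluded, because methylation near tRNA-Phe primer binding sites changed by -0.139 ± 0.93 points (SE) where -6.05 would be expected. A different share of calls in dense sequence was excluded, since the change was -5.02 points in sparse CpGs outside collapsed repeats. A different share in collapsed repeats was excluded too, with -5.5 points once they were left out. Dnmt1 KO cells in the control cultures would lower windows in proportion to what Dnmt1 KO cells lost. A share of 9.62% of such cells would be needed, which gives an expected slope of -0.0962 of the fall on the Dnmt1 KO level among windows of like start. The observed slope was 0.0215 ± 0.00345 (jackknife SE), so such cells were excluded as the main source. The fall may be a change of the cultures with time or handling, which was not tested.

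X lost more than the autosomes, with a gap of -5.44 points in Dnmt1 KO at days 6 to 11. A different share of dense sequence was excluded, since the gap was -4.94 points in sparse CpGs outside collapsed repeats. A lower start of X windows was tested against autosomal windows with the same level at day 1. The 52 X windows with enough calls stood -3.04 ± 1.15 points (SE) below them at days 9 and 11, so a lower start was excluded as the whole source of the gap but may account for part of it. The X chromosome was covered at 0.517 to 0.529 of the autosomal level, as with a single copy per cell, and its windows are few for that reason. A biological difference between X and autosomes remains a hypothesis. On the Y chromosome, methylation was 11.8% ± 0.679 in Dnmt1 KO at days 6 to 11 (n = 5) and 65.4% ± 2.76 in control (n = 5).

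Windows with an excess in Dnmt1 KO at days 9 and 11 were not sampling noise as a set, since 87.6% of them also stood above background at day 6, which had no part in the calls, and 81.5% did so against the control-matched background. Reads of many repeat copies on a single position were excluded as a source, because the windows held 0.977 times the median calls of all tested windows. Retroviral elements with a matching tRNA-Phe primer binding site were excluded as the main source of the set, since only 0.973% of the 411 windows lay within 10 kb of such a site, against 0.718% of all tested windows (Fisher's exact p = 0.547). Elements without such a site were not analysed here. Which single windows belong to the set is open, because no window was called against the control-matched background. None was called with 3 of the 4 libraries either, where the power of the test depended on the simulation.

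Sequence within 500 bp of 1065 sites matching the tRNA-Phe primer binding sequence, which IAP retroviral elements use, was at 85.1% ± 0.106 (n = 2) in Dnmt1 KO at day 1 and 30.5% ± 1.04 (n = 5) at days 6 to 11, and at 90.5% ± 0.999 (n = 5) in control at days 6 to 11. The values for tRNA-Lys3 (60 sites), tRNA-Pro (146 sites) and tRNA-Lys1,2 (64 sites) in Dnmt1 KO at days 6 to 11 were 30.4% ± 5.43, 31.8% ± 2.95 and 33.1% ± 1.72 (n = 5 each). The autosomal level of the same libraries was 24.7% ± 0.573, and at day 3 it was 34.0% ± 0.833 against 47.5% ± 1.76 near tRNA-Phe sites (n = 2 each). The autosomes began lower, at 70.1% at day 1. Against windows with the same start, the 35 tested windows that hold a tRNA-Phe site had a mean excess of -1.77 ± 2.06 points (SE) at days 9 and 11, and the 1075 tested windows within 10 kb of a site, most of which do not hold it, -1.39 ± 0.289 points. Neither set showed more retention than its start predicts. Most of the 1065 sites lie outside tested windows, and for these it is open. The pooled 30.5% near all tRNA-Phe sites was not compared with windows of the same start. The paper reported that IAPs, RLTRs and MMERVK10C kept more methylation than other transposons. The tested windows cannot decide on that report, because they hold few of the sites.

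A stretch of chromosome 2 from 98502421 to 98507483 held between 3.66% and 6.47% of the autosomal calls of a library, and a stretch of chromosome 9 from 3000031 to 3038257 between 1.41% and 2.55%. They were at 36.2% and 38.4% in Dnmt1 KO at days 6 to 11 and at 83.6% and 82.4% in control. Relative coverage of chromosome 17 beyond its midpoint went from 0.963 at day 1 to 0.882 at day 11 in Dnmt1 KO, and from 0.961 to 0.866 in control. For chromosome 14 beyond its midpoint it went from 0.986 to 1.06 in Dnmt1 KO and from 0.986 to 1.09 in control. These changes were in the same direction in both genotypes and were not explained here.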
